A study of Glycine max with 8 samples.

How the data were processed

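Roots of the soybean cultivar Williams 82 were compared 5 days after inoculation with the soybean cyst nematode, a worm that enters roots and makes feeding sites in them, and after mock inoculation. Per the labels' protocols, each inoculated root received about 300 juveniles in agarose and each mock root received agarose alone. The roots were washed at 24 h, and a biological replicate pooled 20 root pieces, with 2 replicates per treatment. About 16000 nuclei per library were loaded for a droplet assay of transposase-accessible chromatin in single nuclei (scATAC-seq), in which the Tn5 enzyme inserts sequencing adapters into open DNA. The 4 scATAC-seq libraries were analysed. Another 4 libraries of RNA from single nuclei, of the same 2 treatments and 2 replicates, were not analysed here.

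The deposited values are the authors' whole-number counts per accessible chromatin region (ACR), not normalised, with the nuclei of each library already summed by cell type. The table has 266830 ACRs, each with an end minus start of 501 bp, on 20 chromosomes. Its 48 columns are the combinations of 12 cell types, 2 treatments and 2 replicates, and 0 columns were left unused. Cell type names were taken from the authors' column names as written (Cortex, Endodermis_1 and so on). The aligner, the caller of the regions, the rule that assigned nuclei to cell types, any removal of doublets (droplets with 2 nuclei), any shift of insertion sites and the genome build are not given in the sources used here. No column name labels a syncytium, the feeding site of the nematode, so a planned comparison of syncytia with other cell types was not run. A planned search for W-boxes, short DNA motifs, was not run because no genome sequence was used here.

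Depth was the sum of counts per library and column. Libraries held 51077584 to 86030899 counts, and single columns held 654729 to 19398477. Even values made up 79.5% of all counts from 1 to 4, and 72.5% to 84.5% over the columns. Counting intervals given below for ratios are exact 95% intervals from the binomial distribution of summed counts. They treat each count as independent and cover counting error only, so they are too narrow where 2 counts come from 1 DNA fragment. Where all libraries of a group were at 0, the bound on a ratio was taken at 3 counts over that group. This floor takes the counts of the other group as known, so the exact 95% limit, given beside it, allows a smaller fold. If each fragment gives 2 counts, 3 fragments are 6 counts, and each such bound would be about 2 times too high.

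The library was the replicate in every test, and counts were never treated per nucleus. For the whole root, the columns of all cell types were summed per library. edgeR 4.0.16 in R 4.3.3 was used with trimmed-mean (TMM) scaling factors, the filterByExpr filter (a minimum count of 10 and a minimum total of 15) and the robust quasi-likelihood F test of infected minus mock. P values were adjusted by the Benjamini-Hochberg method over the ACRs tested, and an ACR was called at an adjusted p under 0.05. The same test was run within each cell type on its own 4 columns. Standard errors (SE) of log2 fold changes were derived from the F statistic. CPM values are counts per 1000000 of a library's TMM-scaled total, given as mean and SD over n = 2 libraries.

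Differences of the infection effect between cell types were tested in one model over the 48 columns with terms for library, cell type and cell type by treatment. Each contrast took the infection log2 fold change of a cell type minus the mean of those of the other 11. Differences between cell types were tested in one model with terms for library and cell type, and counted at an adjusted p under 0.05 and a log2 difference above 1. In these 2 models the trend of the dispersion was estimated on every 25th ACR, because a fit on all of them took too long. The share of a library's counts in each cell type was compared by an exact two-sided permutation test, for which 2 against 2 libraries cannot give a p below 0.3333.

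Gene names came from a RefSeq gene table of the assembly Glycine_max_v4.0 with 59048 genes. Because no build is named with the counts, its fit was checked from the positions. Of the ACR midpoints, 17.7% lay within 250 bp of a gene end, against 8.20% after shifts of 20 or 50 kb in either direction. The unshifted share exceeded every shifted one on 20 of 20 chromosomes and in 100 of 100 segments of equal length, 5 per chromosome. The table was then used for the names of neighbouring genes and for whether a gene lies within 2 kb. It gives no strand, so the planned window of 2 kb upstream was replaced by 2 kb on either side of a gene. Of 5 gene identifiers fixed before the data were examined, 0 matched the table, and 4 genes were matched by name or synonym in their place.

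The ACRs named in the text were chosen by a rule fixed before the data were examined. For the whole root these were the 3 highest and the 3 lowest log2 fold changes among called ACRs whose infected libraries both lay on the same side of both mock libraries. For each cell type it was the highest and the lowest by the same conditions, and for the contrasts between cell types the 2 smallest adjusted p values. ACRs near the fixed genes completed the list. Any other ACR named was chosen after its values were seen, and the text says so.

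The tests were tried on simulated counts drawn from the real means and library sizes, with 200 changed ACRs. For the whole root and for single cell types, the common dispersion fitted to each was used for all of its ACRs. For the whole root, 173 of the 200 were called, with 7 false calls, and 100% of the 4-fold changes were recovered. Of the 4-fold changes, 62% were recovered in Cortex, 68% in Procambium_1, 51% in Epidermis_2, 28% in Endodermis_1, 17% in Procambium_2, 12% in Epidermis_1, 8% in Pericycle_1, 6% in Phloem, and 0% in Endodermis_2, Epi_Endodermis, Pericycle_2 and Xylem, all by edgeR. The contrast between cell types recovered 33% of the 4-fold changes in Cortex and 23% in Xylem, in a simulation of 20526 ACRs.

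Alternatives fixed before the data were examined were DESeq2's median-of-ratios (RLE) factors in edgeR, total counts without scaling factors, no filter on low counts, DESeq2 1.42.0, the replicate number as a block, each library left out in turn, equal cell type composition by thinning, one joint fit of all cell types, thinning of every column to 654729 counts, and windows of 1 kb and 5 kb around genes. Added after the data were seen were offsets from a loess curve of each library against abundance, counts halved and rounded up, contrasts between pairs of the 3 deepest cell types, thinning of those 3 to 7152959 counts per column, and gene windows on both sides. Replicate numbers were checked for pairing, and the outcome is given with the alternatives. Figures were drawn with matplotlib in Python.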

Results

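Accessible chromatin was profiled in 4 pools of soybean roots, 2 mock-inoculated and 2 infected with the soybean cyst nematode, at 5 days. Mock replicates 1 and 2 held 51077584 and 86030899 counts over 266830 ACRs, and infected replicates 1 and 2 held 58299148 and 59522219. Median counts per ACR were 98, 171, 115 and 118 in the same order. Depth differed widely between cell types, from 60618966 counts in Procambium_1 and 52295977 in Cortex to 3766884 in Pericycle_2, 3627371 in Endodermis_2 and 3263652 in Epi_Endodermis, each summed over the 4 libraries. The columns of a single cell type and library ranged from 654729 to 19398477 counts.

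In the whole root, replicates resembled one another more than the treatments did. Across ACRs, which are not independent replicates, the correlation of log2 CPM summed over cell types was 0.972 between the mock replicates and 0.969 between the infected replicates, and between 0.957 and 0.965 for a mock with an infected library. The chi-square per degree of freedom between replicates was 2.74 for mock and 2.68 for infected libraries. Sampling noise alone gives 1 where counts are independent and about 2 where each DNA fragment gives 2 counts, so the excess over it may be small. In the shallowest cell type, Epi_Endodermis, the replicate correlation was only 0.204 for mock and 0.303 for infected columns, against 0.156 to 0.289 between treatments. Single cell types did not always keep the order of the whole root. Infected replicates of Epidermis_1 and Pericycle_2 correlated at 0.607 and 0.275, below every mock with infected pair (lowest 0.611 and 0.283). Their mock replicates, at 0.736 and 0.458, lay above every such pair (highest 0.703 and 0.374). The labels give no batch of library preparation or sequencing, so a batch that followed the treatment and the infection itself cannot be told apart.

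The first comparison asked which ACRs changed upon infection in the root as a whole. Of 265921 ACRs tested, 10981 (4.13%) were called by edgeR's quasi-likelihood test at an adjusted p under 0.05, and 8343 of these were higher and 2638 lower in infected roots. At an unadjusted p under 0.05 there were 42869 ACRs. The median absolute log2 fold change of the called ACRs was 0.61, and 750 were higher and 973 lower by more than 2-fold. Of the alternatives, DESeq2 moved the number most and called 3399 ACRs, 2980 higher and 419 lower, and all 3399 were among those called by edgeR. Leaving out mock replicate 1, mock replicate 2, infected replicate 1 or infected replicate 2 gave 6664, 4649, 7258 and 5199 calls. With total counts in place of TMM factors, 6109 were higher and 3295 lower, so that 65.0% were higher, against 76.0% with TMM factors and 87.7% with DESeq2. DESeq2 gave no adjusted p to 113811 ACRs, so its share comes from a smaller set and is not directly comparable.

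The fold change moved with the abundance of an ACR. In the lowest decile of abundance the median log2 fold change was -0.38, and in the eighth decile it was 0.07. Of the 973 ACRs lower by over 2-fold, 364, 293 and 197 lay in the 3 lowest deciles. All 4 pairs of an infected and a mock library showed the trend, with differences between the lowest and the eighth decile from -0.52 to -0.36, against 0.12 for the mock and 0.04 for the infected replicates. Loess offsets, added after this trend was seen, gave 5907 higher and 2858 lower ACRs, of which 832 and 237 changed by over 2-fold.

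**Figure D1:**
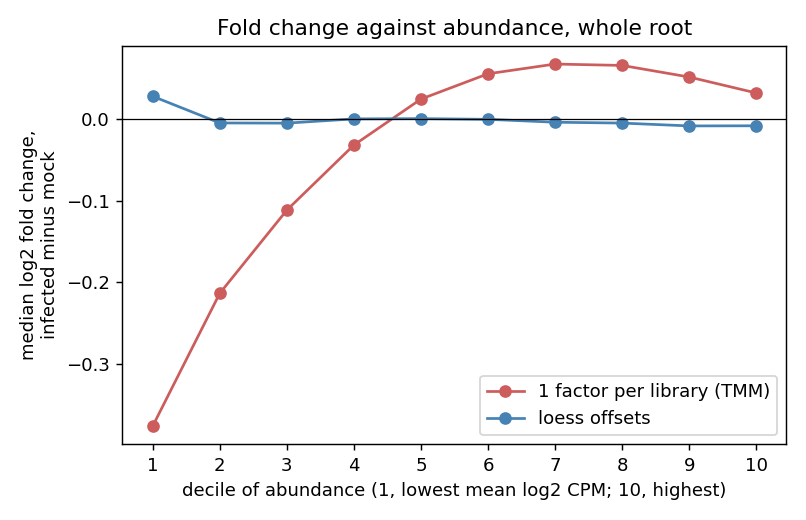
Median log2 fold change (infected minus mock, vertical axis) of the ACRs tested in the whole root, by decile of mean abundance in log2 CPM (horizontal axis), with TMM factors and with loess offsets. With TMM factors the median lies at -0.38 in the lowest decile and at 0.07 in the eighth, and with loess offsets it lies at 0.03 and -0.01.

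The 3 ACRs with the largest increases in the whole root were Gm18_40590041_40590542 (chromosome 18, 40590041 to 40590542), Gm19_29778967_29779468 (chromosome 19, 29778967 to 29779468) and Gm10_46465634_46466135 (chromosome 10, 46465634 to 46466135). The chromosome 19 ACR overlaps the protein-coding gene LOC100816771. It rose from 0.373 ± 0.190 to 3.62 ± 0.111 CPM (SD, n = 2), a log2 fold change of 3.38 (SE 0.26) with an adjusted p of 8.7e-25 by edgeR, and it stayed past the threshold under all 12 alternatives. The chromosome 10 ACR, whose nearest gene is LOC100802882, rose from 0.148 ± 0.016 to 0.870 ± 0.194 CPM (SD, n = 2), a log2 fold change of 2.52 (SE 0.49) with an edgeR adjusted p of 9.1e-05. DESeq2 gave it no adjusted p. The chromosome 18 ACR held 2 counts in mock and 25 in infected libraries, a ratio of 14.97 at equal depth (95% counting interval 3.73 to 130), with an edgeR adjusted p of 0.037. Its call was lost without mock replicate 1, mock replicate 2 or infected replicate 1 (adjusted p 0.074, 0.481 and 0.148 by edgeR).

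Among the decreases, Gm14_28812427_28812928 (chromosome 14, 28812427 to 28812928) overlaps the pseudogene LOC100787643 and held 977 and 1769 counts in the mock libraries and 28 and 32 in the infected ones. It fell from 19.6 ± 0.724 to 0.516 ± 0.042 CPM (SD, n = 2), a log2 fold change of -5.24 (SE 0.15) with an edgeR adjusted p of 1.2e-87. How the authors treated reads that a pseudogene shares with a related copy is not given in the sources used here, so this value is uncertain in that respect. Gm19_17983068_17983569 (chromosome 19, 17983068 to 17983569) held 9 and 15 counts in the mock libraries and 0 in both infected ones, at least 6.68-fold lower at the floor of 3 counts (5.03-fold at the exact 95% limit), with an edgeR adjusted p of 0.020. Without mock replicate 1, infected replicate 1 or infected replicate 2 its adjusted p was 0.135, 0.146 and 0.178 by edgeR. Gm18_13032239_13032740 (chromosome 18, 13032239 to 13032740) held 9 and 29 mock counts and 1 and 0 infected counts, a ratio of 0.032 (95% counting interval 0.00078 to 0.187), with an edgeR adjusted p of 0.0059. Without infected replicate 2 its adjusted p was 0.130 by edgeR. Both of these lay at low abundance and lost their call with loess offsets, with adjusted p values of 0.163 and 0.107.

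The comparison was then made within each cell type. In Cortex, 998 ACRs were higher and 593 lower in infected roots out of 185611 tested. The balance of the 2 directions there was not stable. Loess offsets gave 996 higher and 383 lower, and without infected replicate 1 the higher calls no longer outnumbered the lower ones. Procambium_1 had 184 higher and 30 lower out of 231739, and Epidermis_2 had 150 higher and 27 lower out of 180586. Few ACRs were called in Endodermis_1 (4 higher and 4 lower), Procambium_2 (2 higher and 3 lower), Epidermis_1 (3 lower) and Pericycle_1 (1 lower). In Endodermis_2, Epi_Endodermis, Pericycle_2, Phloem and Xylem, edgeR called 0 ACRs, with 936, 484, 1056, 1713 and 1872 at an unadjusted p under 0.05, and DESeq2 also called 0. The unadjusted numbers were 4.28%, 4.11%, 4.36%, 4.47% and 4.00% of the ACRs tested, no more than that threshold gives without any change. These 5 cell types held 3263652 to 5731682 counts, and in simulated counts of that depth few 4-fold changes were recovered, 6% in Phloem and 0% in the other 4 by edgeR, and 14% in Phloem, 11% in Xylem, 3% in Pericycle_2, 2% in Endodermis_2 and 0% in Epi_Endodermis by DESeq2. The joint fit called 3 ACRs in Endodermis_2, 55 in Epi_Endodermis, 44 in Pericycle_2, 1 in Phloem and 0 in Xylem, with 23085 in Xylem at an unadjusted p under 0.05. In Cortex the joint fit of all cell types called 10 ACRs in place of 1591, and with every column thinned to 654729 counts edgeR called 0, with 904 at an unadjusted p under 0.05. Without infected replicate 1 Cortex had 2873 calls, and without mock replicate 1 or mock replicate 2 it had 744 and 779. Endodermis_1 had 22, 32, 98 and 25 calls without mock replicate 1, mock replicate 2, infected replicate 1 and infected replicate 2. Procambium_1 had 88 calls without infected replicate 2. Epidermis_2 had 104 without infected replicate 2, and 314, 378 and 285 without mock replicate 1, mock replicate 2 and infected replicate 1. Epidermis_1 rose to 108 calls and Procambium_2 to 25 without infected replicate 1.

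**Figure D2:**
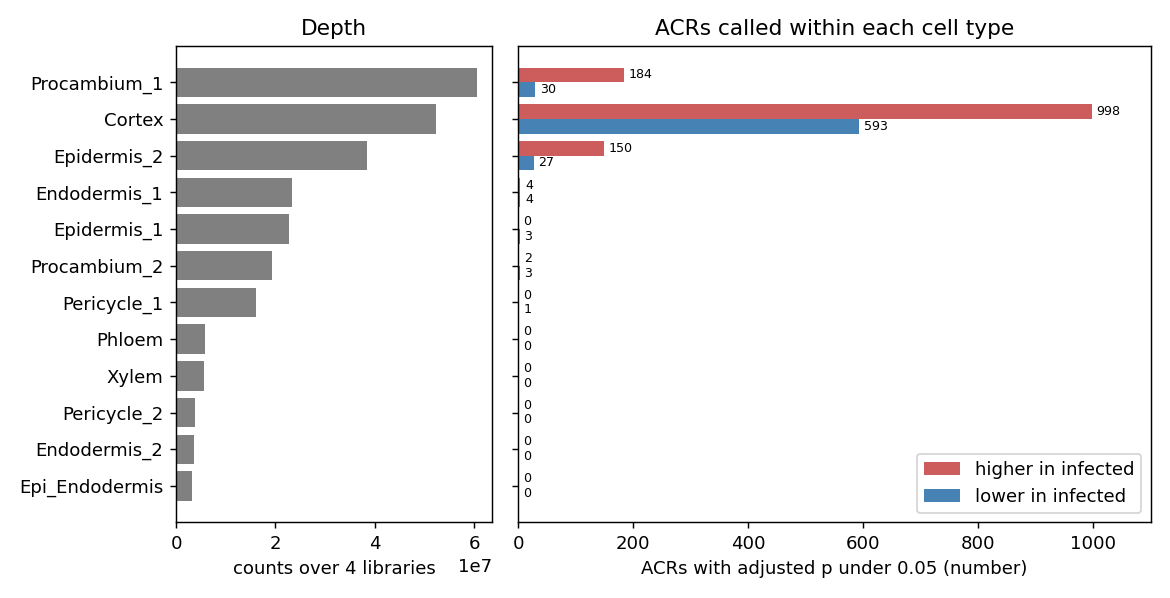
Left, counts summed over the 4 libraries for each cell type. Right, the number of ACRs called at an adjusted p under 0.05 by edgeR within each cell type, higher (red) and lower (blue) in infected roots. Cortex has 998 and 593 calls at 52295977 counts, and Procambium_1 has 184 and 30 at 60618966.

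Over all cell types there were 1999 calls at 1803 ACRs, of which 1647 were called in a single cell type and 156 in at least 2. Of the 1591 Cortex calls, 1156 were also called in the whole root in the same direction, and this held for 202 of 214 in Procambium_1 and 167 of 177 in Epidermis_2. The number called in the opposite direction in the whole root was 0 for each cell type. The whole-root counts are sums of these same columns, so this likeness is in part built in and is no independent check. When Cortex, Procambium_1 and Epidermis_2 were thinned to 7152959 counts per column, an alternative chosen after the data were seen, they had 1090, 62 and 184 calls.

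Gm14_28812427_28812928 was the lowest called ACR in 4 cell types. Its log2 fold change was -5.00 (SE 0.39, edgeR adjusted p 2.2e-07) in Epidermis_1, -4.73 (SE 0.32, adjusted p 9.7e-10) in Epidermis_2, -5.24 (SE 0.56, adjusted p 7.8e-05) in Pericycle_1 and -5.41 (SE 0.55, adjusted p 1.5e-05) in Procambium_2. In all 12 cell types, both infected columns lay below both mock columns. In Procambium_1, Gm19_29778967_29779468 was the highest, with 16 mock and 102 infected counts, a log2 fold change of 2.64 (SE 0.48) and an edgeR adjusted p of 0.0052. That call was lost without mock replicate 2 (adjusted p 0.090), without infected replicate 1 (0.098), in the joint fit (adjusted p 1) and with the 3 deepest cell types at one depth (0.132).

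**Figure D3:**
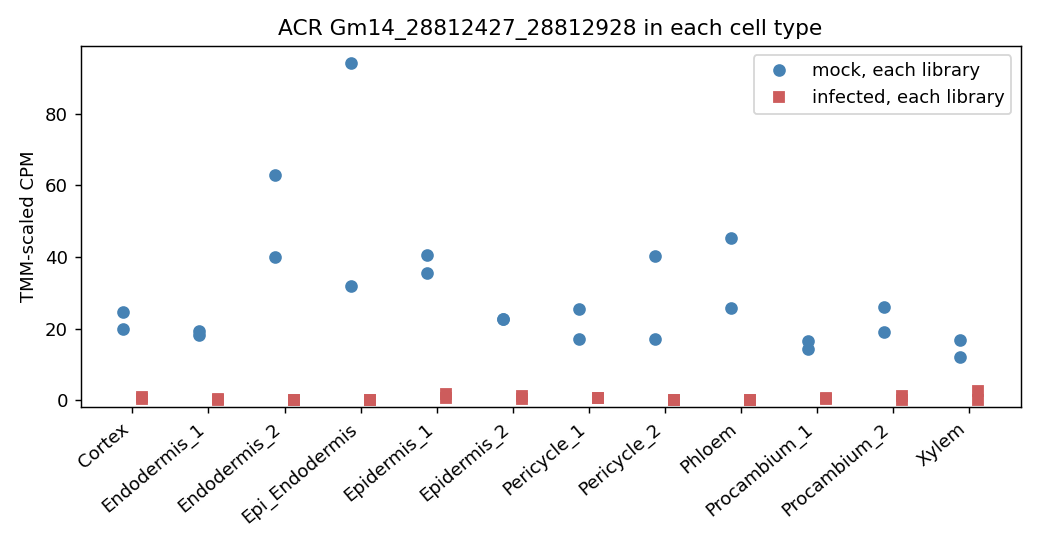
TMM-scaled CPM (vertical axis) of the ACR at chromosome 14, 28812427 to 28812928, in each cell type, with 1 point per library. Mock libraries (blue) lie above infected libraries (red) in all 12 cell types.

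The other named ACRs of single cell types rested on few counts. In Cortex, Gm10_12212137_12212638 held 0 mock and 35 infected counts, at least 16.8-fold higher (exact limit 12.96, edgeR adjusted p 0.012), and Gm01_38171683_38172184 held 48 mock and 0 infected counts, at least 11.1-fold lower (exact limit 8.69, adjusted p 0.015). Gm05_38630113_38630614, next to the gene SWEET11, held 0 mock and 42 infected counts in Epidermis_2, at least 13.03-fold higher (exact limit 10.14, adjusted p 0.043). Gm16_9503847_9504348 in Procambium_1 held 40 mock and 0 infected counts, at least 13.3-fold lower (exact limit 10.35, adjusted p 0.024). In Endodermis_1, Gm11_9848192_9848693, next to LOC100776708, held 2 mock and 64 infected counts, a ratio of 38.4 (95% counting interval 10.2 to 324, adjusted p 0.017), and Gm20_12177589_12178090 held 68 mock and 0 infected counts, at least 18.9-fold lower (exact limit 14.94, adjusted p 0.026). Gm13_16011452_16011953, which overlaps LOC100809557, had a log2 fold change of 3.18 (SE 0.52, adjusted p 0.035) in Procambium_2. Single libraries decided several of these calls. The edgeR adjusted p rose to 0.268 for Gm10_12212137_12212638 without infected replicate 2, to 0.063 for Gm01_38171683_38172184 without mock replicate 1, to 0.052 for Gm05_38630113_38630614 without mock replicate 2, to 0.060 and 0.110 for Gm16_9503847_9504348 without infected replicate 1 and 2, and to 0.100 and 0.336 for Gm13_16011452_16011953 without mock replicate 2 and infected replicate 2. Other fits also took calls away. In the joint fit the edgeR adjusted p was 0.086 for Gm10_12212137_12212638, 1 for Gm01_38171683_38172184, 0.061 for Gm05_38630113_38630614, 1 for Gm16_9503847_9504348 and 0.581 for Gm11_9848192_9848693. DESeq2 gave 0.063 for Gm11_9848192_9848693 and 0.075 for Gm20_12177589_12178090, and loess offsets gave 0.189 for Gm16_9503847_9504348 by edgeR.

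Whether the infection effect differed between cell types was tested by contrasts of each cell type with the mean of the other 11. Of 253267 ACRs, 69 had a larger effect in Epi_Endodermis and 0 a smaller one. In Pericycle_2, 2 were larger and 30 smaller, in Xylem 2 were larger, and in Endodermis_2 1 was smaller. In each of the other 8 cell types edgeR called 0, with 2558 to 15089 ACRs at an unadjusted p under 0.05, or 1.01% to 5.96% of those tested. DESeq2 was not run for these contrasts. With RLE factors the sum over all contrasts was 13 in place of 104, with 5 in Epi_Endodermis and 5 in Pericycle_2. It was 7 without mock replicate 2 and 181 without infected replicate 1.

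The 2 smallest adjusted p values of the contrasts were in Epi_Endodermis. Gm04_3182373_3182874 (chromosome 4, 3182373 to 3182874) overlaps LOC100784575 and held 0 mock and 25 and 15 infected counts there, at least 9.72-fold higher (exact limit 7.55), while its log2 ratio summed over the other cell types was -0.18 (edgeR adjusted p of the contrast 0.00097). Gm17_40206664_40207165 (chromosome 17, 40206664 to 40207165), next to LOC100776649, held 0 mock and 25 and 12 infected counts, at least 8.995-fold higher (exact limit 6.96), against 0.05 in the others (adjusted p 0.0023). Without mock replicate 2 the adjusted p values were 0.246 and 0.295, and without mock replicate 1 that of the second ACR was 0.066. In contrasts between pairs of the 3 deepest cell types, added after the data were seen, 13 of 237989 ACRs differed between Cortex and Epidermis_2 and 1 between Procambium_1 and Cortex. Between Procambium_1 and Epidermis_2 edgeR called 0, with 14028 at an unadjusted p under 0.05.

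Differences between the cell types themselves were called at more ACRs than differences with infection, but these numbers cannot be weighed against each other. The cell type model used every column of each library, whereas the whole-root infection test had only the library sums. The rule that assigned nuclei to cell types is also not given in the sources used here. If it used accessibility in these same nuclei, differences between cell types are in part built in, and their number is no independent test. Of 229948 ACRs, 110053 were higher by over 2-fold in at least 1 cell type than in the mean of the others, and 66224 of these in exactly 1. Epidermis_2 had 28287 such ACRs, Cortex 23730, Procambium_1 22376, Endodermis_1 15690, Xylem 15050, Procambium_2 14663, Epi_Endodermis 13674, Phloem 10830, Pericycle_1 6926, Epidermis_1 6892, Endodermis_2 6103 and Pericycle_2 5396. Over all cell types these were 169617 calls, against 146091 in the mock libraries alone and 108557 in the infected libraries alone. RLE factors gave 183245 but moved the numbers of single cell types strongly, to 38500 in Epi_Endodermis, 32401 in Epidermis_1 and 9454 in Cortex. Without one library Epidermis_1 had 2885 to 4071 in place of 6892, and without mock replicate 2 Endodermis_2 had 3714 and Epi_Endodermis 9009.

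The division of counts among cell types also differed between treatments. Cortex held 22.9% ± 0.445 of the counts in mock and 17.9% ± 0.548 in infected libraries (SD, n = 2), and Epidermis_1 held 10.5% ± 1.84 and 6.65% ± 0.419. Shares were larger in infected libraries for Procambium_1 (22.1% ± 0.792 and 25.9% ± 1.46), Epidermis_2 (13.7% ± 0.429 and 16.8% ± 0.064) and Pericycle_1 (5.25% ± 0.166 and 7.45% ± 0.023). In 8 of 12 cell types the infected libraries did not overlap the mock libraries, where chance gives 33.3% for a single cell type. The shares of a library add up to its whole, so a fall in one cell type raises others. The 12 cell types are thus not independent, and 8 of 12 cannot be weighed against that rate. The exact permutation p was 0.3333 for each of the 8, the smallest that 2 against 2 libraries allow, with a Benjamini-Hochberg value of 0.5. These are shares of counts and not of nuclei.

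**Figure D4:**
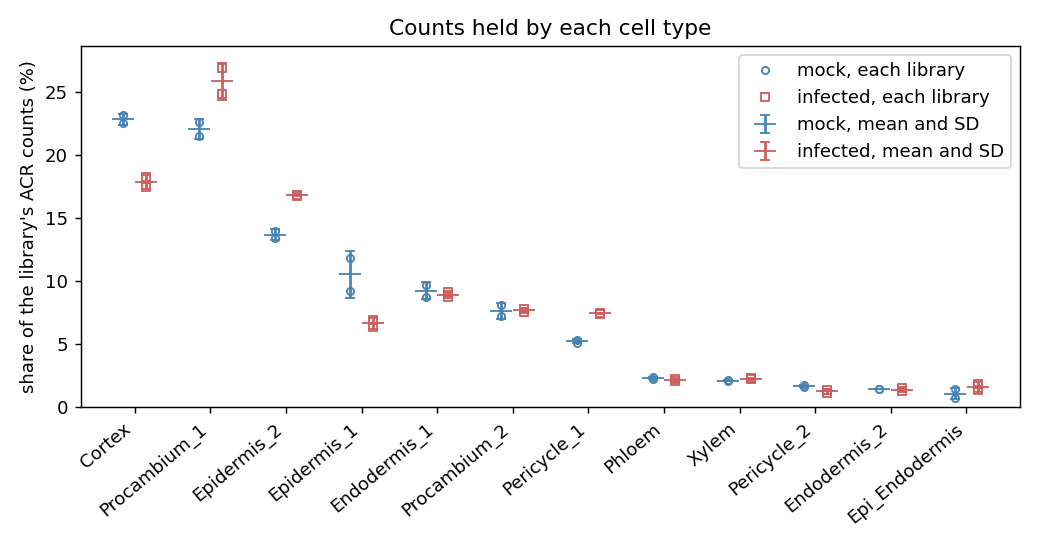
Share of each library's ACR counts (percent, vertical axis) held by each cell type. Open symbols are single libraries, and the lines give the mean and SD of 2 mock (blue) and 2 infected (red) libraries. Cortex falls from 22.9% to 17.9%, and Procambium_1 rises from 22.1% to 25.9%.

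Changed ACRs lay at different places relative to genes of the RefSeq assembly Glycine_max_v4.0, whose match to the coordinates was inferred from the data. Of the 8343 higher ACRs, 77.0% lay within 2 kb of a gene, against 67.8% of the 254940 ACRs not called, an odds ratio of 1.58 (95% interval 1.50 to 1.67, Fisher's exact test, two-sided, p = 4.9e-73). The 2638 lower ACRs were within 2 kb of a gene in 47.4%, an odds ratio of 0.428 (0.396 to 0.462, p = 1.9e-102 by Fisher's exact test). With loess offsets the odds ratio of the lower ACRs was 0.745 (0.691 to 0.805, p = 5.7e-14 by Fisher's exact test). ACRs are not independent of their neighbours, so these p values overstate the evidence. The ACRs not called were also not matched on abundance, on which the calls depended. Higher calls numbered 3 in the lowest decile of abundance and 1991 in the ninth, and lower calls 364 and 299. An effect of infection on position is thus not told apart from where ACRs of different abundance lie.

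The fixed list held the genes SNAP18 and LOC100815694 of the rhg1 region, SHMT and SNAP11, which bear on resistance to the nematode. Within 2 kb of these 4 genes lay 18 ACRs. Their log2 fold changes in the whole root ranged from -0.56 to 0.28, and edgeR called 0 of them over all ACRs tested and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there was 1, Gm11_37859847_37860348 near SNAP11, which fell from 3.71 ± 0.360 to 2.72 ± 0.062 CPM (SD, n = 2), a log2 fold change of -0.46 (SE 0.17), with an edgeR adjusted p of 0.102 over all ACRs and 0.116 adjusted over the list alone. DESeq2 also called 0. In no cell type was an ACR of the list called.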

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

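The contrasts of each cell type with the mean of the others were fixed before the data were examined, as were the RLE factors and the fits without single libraries. The contrasts between pairs of deep cell types, and the tests of explanations given here, were chosen after the contrasts had been seen, except that the tests of scaling and of mixed nuclei for Cortex against Epidermis_2 were written down before their outcome was known.

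In Epi_Endodermis, 69 ACRs had an infection effect larger than the mean of the other cell types, and a difference between groups drew attention to them. Their number depends on the scaling factors. Over all ACRs the median of this contrast was 0.36 on the log2 scale with TMM factors and 0.03 with RLE factors, and with RLE factors 5 ACRs were called, 4 of them among the 69. The median contrast of the 69 themselves moved only from 4.44 to 4.12, smaller in 38 and larger in 31, so it is not shown that the removed shift took the calls away, and scaling cannot be told apart from other causes. Of the 69, 42 had 3 or fewer counts over both mock columns. Without mock replicate 2 there was 1 call, but without mock replicate 1, infected replicate 1 and infected replicate 2 there were 56, 105 and 98. The contrasts share one estimate of the spread over deep and shallow cell types. Fitted alone, the common dispersion was 0.160 in Epi_Endodermis and 0.0317 in Procambium_1. In the contrasts 8.59% of ACRs had an unadjusted p under 0.05 in Epi_Endodermis, against 1.01% in Procambium_1. Few counts in this cell type, the shallowest at 3263652 counts, that shared spread, and a response of these cells to infection all stay open. Within Epi_Endodermis alone edgeR and DESeq2 called 0 ACRs, with 484 (4.11% of those tested) at an unadjusted p under 0.05 by edgeR.

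The 2 named ACRs of that contrast, Gm04_3182373_3182874 (adjusted p 0.00097 by edgeR) and Gm17_40206664_40207165 (adjusted p 0.0023), met the same criterion singly. Scaling alone argues poorly for them, since 2 of the 2 stayed past the threshold with RLE factors. Their call rests on 0 mock counts, and 0 of the 2 stayed past it without mock replicate 2, where adjusted p was 0.246 and 0.295 by edgeR, within ranges over their alternatives that reach these values as their highest. Few counts in the mock columns and a response of the cell type therefore cannot be told apart here, because only 2 shallow mock columns set the baseline.

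In Pericycle_2, 32 ACRs differed from the mean of the others, 30 of them with a smaller effect. The median of the contrast over all ACRs was -0.24 with TMM factors and -0.002 with RLE factors, and RLE factors left 5 calls, 2 with a larger and 3 with a smaller effect, all among the 32, so that most of the imbalance between larger and smaller effects went too. Of the 32, 14 had 3 or fewer counts over both infected columns. The median size of the contrast of the 32 was 3.80 with TMM and 3.82 with RLE factors, so here too scaling is not shown to have made the calls. Without mock replicate 1, mock replicate 2, infected replicate 1 and infected replicate 2 there were 39, 6, 56 and 12 calls, and without a library term there were 52. Depth, at 3766884 counts, was close to that of Epi_Endodermis. The common dispersion fitted to Pericycle_2 alone was 0.128, so the limit of the shared spread holds here too.

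Xylem had 2 ACRs with a larger effect and Endodermis_2 had 1 with a smaller one. With RLE factors the numbers were again 2 and 1, the same ACRs. Without mock replicate 1, mock replicate 2, infected replicate 1 and infected replicate 2 there were 4, 0, 0 and 4 calls in Xylem and 4, 0, 20 and 2 in Endodermis_2. No explanation was tested for them, and the shared spread limits these contrasts too.

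Between Cortex and Epidermis_2, 13 ACRs differed, 11 of them with the effect larger in Epidermis_2. A shift of the whole contrast argues poorly for these, since its median over all ACRs was -0.041. The 11 share a form: each had far more counts in Cortex than in Epidermis_2 in mock roots, and after scaling 11 of 11 fell in Cortex, with log2 fold changes from -0.79 to -0.12, and rose in Epidermis_2. For Gm18_42801534_42802035, chosen after its values were seen, the unscaled counts went from 1476 to 708 in Cortex and from 234 to 393 in Epidermis_2. Mixing of Cortex nuclei into the group named Epidermis_2 in infected roots would raise all ACRs of Cortex there. Of the 5824 ACRs higher in Cortex alone, the 5547 tested in Epidermis_2 had a median log2 fold change of 0.16 there and the 5823 tested in Cortex had -0.06. The share of all 5824 in the Epidermis_2 counts was 2.28% ± 0.006 in mock and 2.56% ± 0.004 in infected libraries (SD, n = 2). This share rose in both infected columns above both mock columns in 8 of the 11 cell types other than Cortex, so a rise is not special to Epidermis_2. When the cell type differences were taken with RLE factors, the median in Epidermis_2 was 0.19, and when they were taken without one library it was 0.14 to 0.19, with -0.12 to -0.02 in Cortex. These values are consistent with mixing, or with assignment of nuclei that differed between treatments, and a true gain of Cortex features by Epidermis_2 cells upon infection stays open, untested.

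Procambium_1 and Cortex differed at 1 ACR, which is too few to weigh, and no explanation was tested for it.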

How the results depend on the processing

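Loess offsets, halved counts, the 3 deepest cell types at one depth and gene windows on both sides were chosen after the data were seen, and the other alternatives before. Not run were the alternatives of the syncytium and W-box comparisons, and another pseudocount, which counts do not need. Where no cause is named below, the cause was not tested.

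In the whole root, RLE factors, total counts, no filter, the replicate block, equal composition, loess offsets and halved counts left the number within 1.5 times of 10981, at 10816, 9404, 10994, 11324, 9205, 8765 and 11730. DESeq2 called 3399. Leaving out a library gave 4649 to 7258, the lowest without mock replicate 2. In these fits the lone library of a treatment is assumed to vary like the pair of the other. Replicate numbers did not pair the libraries, since deviations from the group means of libraries with the same number had a correlation of 0.0064 across ACRs, so the block was not used further.

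Within cell types, DESeq2 called 915 ACRs in Cortex, 14 in Endodermis_1 and 112 in Procambium_1. No filter gave 123 in Endodermis_1, 269 in Epidermis_2, 1 in Phloem and 17 in Procambium_2. The replicate block gave 3106 in Cortex, 43 in Endodermis_1, 660 in Epidermis_2, 1 in Phloem, 461 in Procambium_1 and 23 in Procambium_2. Halved counts gave 3098 in Cortex, 74 in Endodermis_1, 504 in Epidermis_2 and 11 in Procambium_2, and loess offsets gave 20 in Endodermis_1. The joint fit, which shares one estimate of the spread between deep and shallow cell types, gave 10 in Cortex, 4 in Endodermis_1, 4 in Epidermis_2 and 3 in Procambium_1, but 3 in Endodermis_2, 55 in Epi_Endodermis, 44 in Pericycle_2 and 1 in Phloem. Thinning every column to 654729 counts, which removes most of the depth, gave 0 in Cortex, Epidermis_2, Pericycle_1, Procambium_1 and Procambium_2, and 1 in Endodermis_1 and in Epidermis_1. At 7152959 counts per column Procambium_1 had 62. Fits without one library gave 744 to 2873 in Cortex, 22 to 98 in Endodermis_1, 2 to 108 in Epidermis_1, 104 to 378 in Epidermis_2, 2 to 18 in Pericycle_1, 0 to 14 in Pericycle_2, 0 to 2 in Phloem, 88 to 231 in Procambium_1 and 4 to 25 in Procambium_2.

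The contrasts between cell types called 104 ACRs in sum, 13 with RLE factors, and 7 to 181 without one library. Differences between cell types numbered 169617, with 146091 in the mock libraries alone and 108557 in the infected libraries alone, and 143405 to 162580 without one library. Within Epidermis_1 they went from 6892 to between 2885 and 4071 without one library, and to 1748 and 1056 in the mock and the infected libraries alone.

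Among fits of named ACRs, 54 without one library and 122 under other alternatives stayed past the threshold, 19 and 12 did not, and 0 changed direction. DESeq2 gave no adjusted p in 8 further fits, and 33 fits did not test the ACR, and all of these were left out. The position of changed ACRs and the fixed list kept their side of the threshold under each alternative run for them. Without one library, differences in the share of counts moved toward and away from 0. Without mock replicate 2, Epi_Endodermis went from 0.52 to 0.19 percentage points and Epidermis_1 from -3.89 to -2.59. Without mock replicate 1 these 2 went to 0.84 and -5.19, Endodermis_1 from -0.31 to -0.78 and Procambium_2 from 0.04 to 0.48. In 3 cell types with a difference near 0 the sign changed. Endodermis_1 went from -0.31 to 0.17 without mock replicate 2, Endodermis_2 from -0.04 to 0.05 without infected replicate 2, and Procambium_2 from 0.04 to -0.40 without mock replicate 2 and to -0.07 without infected replicate 1. In the shallow cell types the recovery of simulated 4-fold changes depended on the tool, with 0% by edgeR in Endodermis_2, Epi_Endodermis, Pericycle_2 and Xylem, and 2%, 0%, 3% and 11% by DESeq2.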

Other observations

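Tests in this part were chosen after the patterns had been seen, except those by equal cell type composition, DESeq2, RLE factors, total counts, no filter, the replicate block, the contrast of Cortex with the mean of the others and fits without one library, which were planned, and the tests on isolated ACRs, which were written down before their outcome was known.

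Chance cannot be excluded by splits of the libraries as such, since 4 libraries allow only 3 splits into pairs. Mock against infected is 1 of the 3, and neither of the other 2 gave as many calls. The split of replicates 1 against replicates 2 gave 1 call, with 4275 ACRs at an unadjusted p under 0.05, and the remaining split gave 0 by edgeR, with 4196, and was not run in DESeq2. Cell type composition and the trend with abundance were tested as causes of the 8343 higher ACRs. At equal cell type composition 6715 of them (80.5%) stayed called as higher, and with loess offsets 5689 (68.2%) did, so neither accounts for most of them. The choice of test mattered more, since DESeq2 called 2980 of them (35.7%) as higher. A preparation batch that followed the treatment stays open beside infection and cannot be told apart from it.

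The ACRs of low abundance that fell by over 2-fold depended on the trend. With loess offsets 237 ACRs were lower by over 2-fold in place of 973. These offsets take out a trend whatever made it, so a lower background between open regions in the infected libraries and other causes of the trend cannot be told apart by this value. Library size argues poorly as its cause, since the weakest of the 4 infected and mock pairs still differed by -0.36 although mock replicate 1 was shallower and mock replicate 2 deeper than both infected libraries. Composition does not account for it either. In 10 of 12 cell types the lowest decile held a smaller share of the counts in both infected columns than in both mock columns, the exceptions being Endodermis_2 and Pericycle_2. The quality of the nuclei preparations, and an effect of infection on closed chromatin, both stay open.

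Gm14_28812427_28812928 lost nearly all its signal. Composition is argued against by 12 of 12 cell types with both infected columns below both mock columns, and scaling by a log2 fold change no nearer to 0 than -5.16 over the alternatives. Loss of a longer stretch of DNA is argued against by the 10 ACRs within 30 kb, of which 0 were called by edgeR (DESeq2 was not counted for them), with a lowest log2 fold change of -0.87 and a median of -0.20. Left in infected roots were 2.63% of the mock level, 2.48% and 2.78% in the 2 libraries. A loss this even over cell types might come from a local sequence variant, such as a small deletion or an inserted element, between the plants used for the 2 treatments, or from reads shared with a related copy of the pseudogene, and the counts cannot tell these from a silencing of the region upon infection. Gm19_29778967_29779468 is the reverse, with both infected columns above both mock columns in 9 of 12 cell types, and sequence reads over both regions would settle either case.

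Cortex had more calls than Procambium_1 although it was less deep. At one depth Cortex had 1090 calls and Procambium_1 had 62, so depth is argued against. The spread between replicates was alike, with a common dispersion of 0.0315 in Cortex and 0.0317 in Procambium_1, and loess offsets left 1379 calls in Cortex. A stronger response of Cortex stays a hypothesis. The contrast of Procambium_1 with Cortex called 1 ACR, and how many true differences it would find was not simulated. The contrast of Cortex with the mean of the other 11 cell types called 0 ACRs by edgeR (DESeq2 was not run), with 4408 at an unadjusted p under 0.05, and it recovered 33% of 4-fold changes in simulated counts. These 4408 were only 1.74% of the ACRs tested. That contrast shares one estimate of the spread between deep and shallow cell types, and the simulation gave every column one fixed dispersion. With a shared spread the joint fit called 10 ACRs in Cortex in place of 1591. The contrasts thus do not bear the hypothesis out, but they cannot weigh against it either, and differences too small for them stay open. Calls made in Cortex, Procambium_1 or Epidermis_2 went the same way in other cell types more often than uncalled ACRs did, but to very different degrees. ACRs higher in Procambium_1 were higher elsewhere in 53.3% (Epi_Endodermis, with 51.1% of uncalled ACRs) to 94.5% (Cortex, with 43.9%), and ACRs lower in Cortex were lower elsewhere in 52.8% (Epi_Endodermis, with 49.95%) to 72.3% (Endodermis_1, with 52.4%). Deviations between replicates were not shared across cell types, with correlations from -0.01 to 0.03 over 50000 ACRs and 132 pairs, so noise of a library common to its cell types may be a small part of this likeness, although a batch between the treatments would be shared as well.

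Even counts were in excess in every column, with at least 72.5% even values among counts from 1 to 4. That is consistent with both ends of most fragments being counted in the same ACR, so that independent fragments may be far fewer than the counts. Halving the counts gave 11730 calls in the whole root against 10981.

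Called ACRs lay next to one another more than shuffling within twentieths of abundance gave. Among neighbouring ACRs less than 0.5 kb apart, both were higher in 662 pairs against a mean of 139.5 over 100 shuffles, and both were lower in 108 against 7.89. Fragments that span 2 ACRs could do this at short gaps. At gaps of 2 to 10 kb, longer than such fragments, there were still 130 higher pairs against 59.8 (at most 81 in a shuffle) and 61 lower pairs against 7.93 (at most 15). With loess offsets 62 lower pairs stood against 7.18, so the trend with abundance does not remove it. At gaps of 10 to 50 kb there were 32 lower pairs against 2.08 (at most 7) and 6 higher pairs against 3.08 (at most 8). With loess offsets there were 23 lower pairs against 0.43 and 3 higher pairs against 1.90. Lower calls thus still lay together at these gaps. For higher calls too few pairs were expected there to tell. Their ratio to the shuffled mean was 1.95, against 2.17 at 2 to 10 kb, so a shorter reach is not shown. The shuffles did not keep the distance to genes, so a common position in gene-poor stretches stays open for the lower calls. A candidate explanation is that stretches change together upon infection, with a preparation batch as another that stays open.

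ACRs with no other within 10 kb on either side, 4853 in number, fell more than others of the same abundance. With loess offsets the median difference was -0.093 on the log2 scale. In the 4 infected and mock pairs it ran from -0.12 to -0.07, beyond the replicate pairs at -0.03 and 0.02, so the spread between replicates argues poorly as the cause. Within cell types isolated ACRs fell more in 11 of 12 by the means, Endodermis_2 being the exception, and both infected columns lay below both mock columns in 10 of 12, not in Endodermis_1 or Endodermis_2, which speaks against composition. The effect is small, and a loss of accessibility in gene-poor stretches upon infection may be one explanation, with a different background of the infected preparations as another that stays open.

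ACRs of Epidermis_1 had medians below 0 in the other cell types. Of the 2638 ACRs higher in Epidermis_1 alone, 45 (Pericycle_2) to 2418 (Procambium_1) were tested in each of the other 11 cell types, with medians from -0.59 (96 ACRs in Xylem) to -0.08 (1685 in Cortex), and 2438 in Epidermis_1 itself, with a median of 0.12. Over all 2638, both infected columns held a smaller share than both mock columns in 10 of the 11. The trend with abundance does not account for it, since the median nearest to 0 with loess offsets was -0.092. The set depends on the libraries. Taken without one library it held 1029 to 1730 ACRs, its median stayed below 0 in 11 of the 11 other cell types, and both infected columns held the smaller share in 7 to 11 of them. Its median in Epidermis_1 itself was 0.49 and 0.39 without mock replicate 1 and 2, but -0.17 and -0.27 without infected replicate 1 and 2. Whether these ACRs fell in Epidermis_1 too is thus not settled, so signal spilling over from Epidermis_1, whose own share of the counts fell from 10.5% to 6.65%, cannot be told apart from a fall in all cell types. A general spill in proportion to share argues poorly, because the ACRs of Cortex, whose share also fell, had a median below 0 in only 4 of the other 11 cell types. When the cell type differences were taken with RLE factors, the set grew to 13281 ACRs. Its median was then below 0 in only 8 of the 11 other cell types, and in Epidermis_2 it went from -0.20 to -0.05. The number of cell types in which both infected columns held the smaller share went from 10 to 7 of 11.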
